A study of Mus musculus with 2 samples. Its data were reported in "Regulatory T Cells Function in Established Systemic Inflammation and Reverse Fatal Autoimmunity" (2021).

How the data were processed

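Gene expression was measured in single regulatory T (Treg) cells, the Foxp3-expressing CD4 T cells that restrain immune responses, from spleen and lymph nodes of male mice at 7 months. Treg cells carrying a GFP-marked Foxp3 allele had been sorted by flow cytometry, and 2 droplet libraries were made with the 10x Chromium 3′ v3 kit. The control library pooled cells of 5 mice with the Foxp3DTR-GFP/y Cd4creERT2 genotype, in which Foxp3 is expressed throughout life. The rescued library pooled cells of 4 mice with the Foxp3LSL/y Cd4creERT2 genotype, in which a stop cassette blocks Foxp3 until Cre removes it. All mice had received 4-hydroxytamoxifen (4-OHT), which activates the CreERT2 recombinase, on postnatal day 14. The same recombinase switches on the tdTomato reporter, so that cells descended from CD4 T cells present at treatment keep it. Each group had 1 library, so there were no replicates, no difference had a replicate check and no test was run.

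The authors processed the reads with Cell Ranger 3.0 and aligned them to the mouse genome build mm10 (GRCm38), to which the coding region and 3′ untranslated region of the tdTomato allele had been added. The deposited counts are whole numbers of unique molecular identifiers (UMIs, the tags that mark each captured RNA molecule) per cell and gene, for 7024 cells and 16098 genes, without normalization. The table holds 0 ribosomal protein genes, and 12359 of its genes had a UMI in more than 10 cells. The authors describe a limit of 5% on mitochondrial transcripts per cell. In the deposited counts 3566 control and 3293 rescued cells exceeded 5%, and 68 and 97 cells did not, when mitochondrial UMIs were divided by all UMIs in the table. The limit was therefore not applied again. The authors also deposited log2 values for 7906 genes. Each count there had been divided by its cell total, multiplied by about the median cell total of 3776 and increased by 1 before the logarithm was taken, as worked out from the values. The log2 table was checked against the count table. It also gave the principal components, and with them the neighbours, clusters and diffusion ranks, and the imputed tdTomato. Sums, shares and CPM ratios below come from the counts, in groups of cells that rest on the log2 table where clusters or imputed values define them. The other columns of per-sample values not used numbered 0.

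All 3634 control and 3390 rescued cells in the count table were used. Cells were assigned to libraries by the library prefix in their names. The control library held 15446201 UMIs and the rescued library 15537656 UMIs. Counts were summed over the cells of a population and divided by the sum of all counts and expressed as CPM, a count scaled to a common total for all populations, and populations were compared by the log2 ratio of CPM. Sums carry exact Poisson intervals, shares of cells exact binomial (Clopper-Pearson) intervals, and CPM ratios conditional exact intervals, all at 95%. These intervals cover counting error only and do not describe differences between mice or between captures. A gene at 0 in 1 population was given a bound from 3 counts. To compare shares of cells with a UMI, every cell was thinned at random to 1000 UMIs, or to 2000 UMIs, which left out 65 control and 33 rescued cells.

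There were 3 comparisons: rescued against control cells, tdTomato+ against tdTomato- control cells, and rescued against tdTomato+ control cells. A control cell was called tdTomato+ at 1 or more tdTomato UMIs. Alternatives were 2 or more UMIs, 4 or more UMIs, and the 15% of control cells with the highest imputed tdTomato. Imputation replaces a cell's count with an average over cells of like expression. It was run on control cells with own code after the published diffusion method (30 neighbours, kernel width from neighbour 10, diffusion power 6).

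Gene lists were fixed before the data were examined: activation, resting and persisting-subset genes named in the study's text, and lists of own choice for exhaustion, apoptosis, the cell cycle, glycolysis, the tricarboxylic acid (TCA) cycle and oxidative phosphorylation. Further lists covered dissociation stress, interferon response, suppressor genes, tissue Treg cells, survival, effector factors, B cells, myeloid cells, CD8 T or NK cells, red blood cells, and a check of the library labels. For each list the median log2 ratio is given with its percentile among 10000 random lists of the same size matched on expression in 20 level bins, as a description of these 2 libraries. List intervals come from 1000 Poisson redraws of the counts. The genes named one by one were fixed by rule. They were the 5 genes with the highest and the 5 with the lowest CPM ratio between rescued and control cells among genes with at least 500 UMIs, and the 3 highest and 3 lowest in each of the other comparisons among genes with at least 200 UMIs. Mitochondrial, ribosomal protein, immunoglobulin and T cell receptor genes were left out of the rule and described apart. All genes of the activation, resting and persisting-subset lists, Foxp3, Ikzf2, Mcl1 and tdTomato were added, except 1 resting gene that counts in its list and whose own values are not reported here. The spread of ratios was taken over genes with at least 100 UMIs.

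Cells were normalized to the median total, log-transformed after adding 1, and reduced to 40 principal components without tdTomato. Leiden clustering, which groups cells by shared neighbours, used 15 neighbours and resolution 1. A diffusion map, which orders cells along gradual changes in expression, used 30 neighbours, and cells were ranked from 0 to 100 along its first component. Clusters are given by number. Comparisons within clusters used clusters made without the genes of the fixed lists and weighted each cluster by its share of both populations. Scrublet, run per library with an expected rate of 3.5%, marked 3 of 7024 cells as doublets. At that rate the caller had not worked, and doublets were not removed. As an alternative the cells with the highest 3.5% of scores in each library were left out. The study's pseudotime tool (Palantir) was not installed and was not run.

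Other alternatives were equal weight for every cell, scaling without abundant gene classes, scaling to a median ratio of 0, cells with at least 2000 UMIs, matched UMIs per cell, and gene minimums of 20 and 500 UMIs. A planned limit of 2.5% mitochondrial UMIs left 1 control and 4 rescued cells and was not run, and a limit of 10% was added. The limit of 10%, the class at 4 or more tdTomato UMIs and the removal of the highest Scrublet scores were chosen after the data had been seen. After a first look at the outcomes, the intervals of the spread were recentred on the observed values because the redraws did not contain them, and Tradd, which a name pattern had taken for a T cell receptor gene, was returned to the other genes.

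The ratio and list calculations were tested on simulated sums over 8733 genes, of which 200 were changed. Gene means came from the control library and totals from both libraries. The sums were drawn from Poisson laws, which the intervals assume, so the test checks the calculation and not whether real counts vary more. Of the intervals, 95.6% held the true ratio, and 100% of the changed genes came out in the right direction. A list of raised genes had a median of 0.99 at percentile 100, and an unchanged list a median of -0.0017 at percentile 74.6. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. Gene coordinates are 1-based positions on GRCm38.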

Results

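Single-cell transcriptomes of Treg cells were collected from control mice and from mice in which Foxp3 had been restored by 4-OHT, as 1 library per group. The control library held 3634 cells with a median of 3739.5 UMIs (range 1415 to 46139) and 1777 genes per cell. The rescued library held 3390 cells with a median of 3846.5 UMIs (range 1492 to 37190) and 1848 genes per cell. The median mitochondrial share was 9.43% in control and 9.06% in rescued cells. With 1 library per group, every difference below compares these 2 libraries and had no replicate check.

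Foxp3, the gene targeted in both strains (ENSMUSG00000039521, chromosome X, 7573644 to 7595245), was examined first. It had 1250 UMIs in the control library (95% interval 1182 to 1321, 80.9 CPM) and 7277 UMIs in the rescued library (7111 to 7446, 468 CPM). The log2 ratio was 2.53 (2.45 to 2.62), and the alternative that moved it most, thinning to 1000 UMIs, gave 2.39. Foxp3 UMIs were found in 26.3% of control and 71.7% of rescued cells as counted, and in 8.34% and 33.8% at 1000 UMIs per cell. The 2 libraries carry different engineered Foxp3 alleles, so the Foxp3 counts come from different transcripts.

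To ask how much of each population carried the fate reporter, tdTomato UMIs were compared. The rescued library held 10301 UMIs (663 CPM) and the control library 6021 UMIs (390 CPM), a log2 ratio of 0.77 (0.72 to 0.81). Within clusters, the alternative that moved it most, the ratio was 0.37. As counted, 62.9% of control cells (61.3 to 64.5%) and 55.9% of rescued cells (54.2 to 57.6%) had at least 1 tdTomato UMI. At 1000 UMIs per cell the shares were 28.1% and 31.3%, and at 2000 UMIs per cell 44.9% and 42.7%. Because the order of the shares changed with depth and went against the CPM, no order was read from them. Control Treg cells formed after treatment should lack the reporter, but nothing else marked them, so no background share could be measured. The distributions differed in their upper end, where 101 control cells (2.78%) and 452 rescued cells (13.3%) had 8 or more UMIs. Exactly 1 UMI was found in 967 control cells (26.6%).

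**Figure D1:**
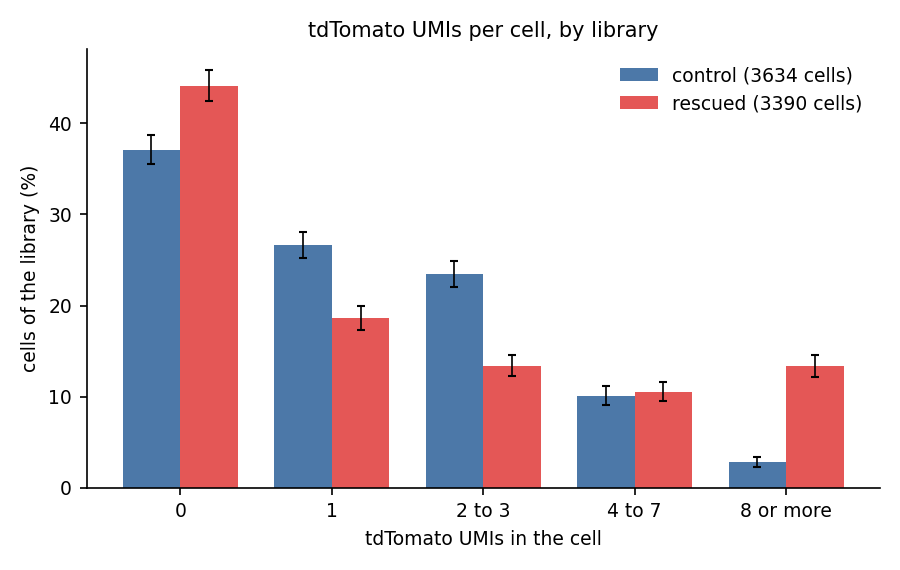
Share of cells (%) in each class of tdTomato UMIs per cell in the control and rescued libraries, with exact binomial 95% intervals that cover counting error only. Cells with 8 or more UMIs made up 2.78% of control and 13.3% of rescued cells.

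Whether long-lived cells were more activated was addressed with genes that the study named for Treg activation. Because the study had named all of the activation genes and part of the resting genes from these libraries, their medians and percentiles are not independent evidence. All 10 activation genes were higher in rescued than in control cells. Their median log2 ratio was 1.10 (1.02 to 1.13), above all 10000 matched random lists, which is percentile 100. Within clusters, the alternative that moved it most, the median was 0.35. The log2 ratios ran from 0.48 for Ccr6 to 2.04 for Itgae, with 1.32 for Icos and 0.87 for Ctla4. Within clusters, Ccr6 (-0.23) and Maf (-0.11) changed direction. All 4 resting genes were lower in rescued cells, with a median of -1.35 (-1.41 to -1.29) at percentile 0. Tcf7 (chromosome 11, 52252371 to 52283014) had 1409 UMIs in rescued and 3711 UMIs in control cells, a log2 ratio of -1.41. Klf2 (chromosome 8, 72319033 to 72321656) had a log2 ratio of -1.09 and Ccr7 (chromosome 11, 99144196 to 99155077) of -1.30.

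**Figure D2:**
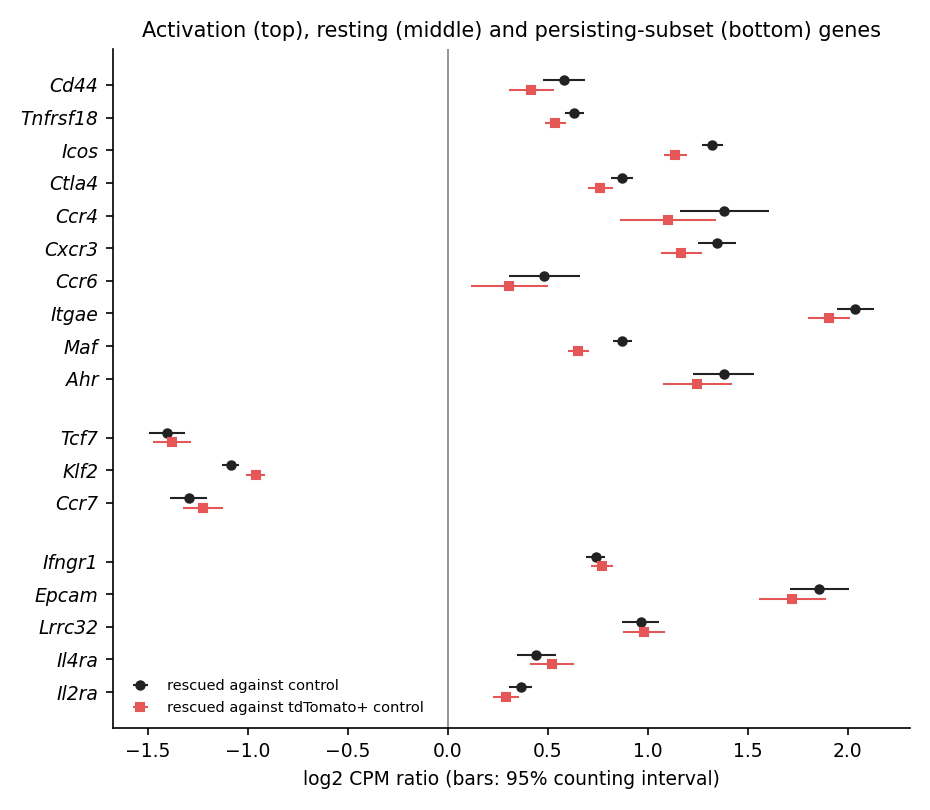
Log2 CPM ratios of the 10 activation, 3 of the 4 resting and the 5 persisting-subset genes in 2 comparisons, rescued against all control cells and rescued against tdTomato+ control cells, with conditional exact 95% intervals that cover counting error only. The activation genes lie above 0 and the resting genes below 0 in both, from -1.41 for Tcf7 to 2.04 for Itgae against all control cells.

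Over 9779 genes with at least 100 UMIs, the log2 ratios of rescued to control cells had a 5th percentile of -0.42, a median of 0.024 and a 95th percentile of 0.59. With a minimum of 20 UMIs, the 95th percentile was 0.83. The genes with the highest ratios by the fixed rule were Foxp3, Ccr9 (2.14, chromosome 9, 123678439 to 123784330), Itgae (2.04, chromosome 11, 73090583 to 73147446), Areg (1.98, chromosome 5, 91139599 to 91148432) and Lilrb4a (1.93, chromosome 10, 51490956 to 51496611). The lowest were Ms4a4c (-2.69, chromosome 19, 11404770 to 11427246), Ly6c1 (-2.40, chromosome 15, 75044018 to 75048830), Igfbp4 (-2.17, chromosome 11, 99041244 to 99054392), Actn1 (-1.93, chromosome 12, 80167547 to 80260371) and Bach2 (-1.67, chromosome 4, 32238804 to 32586108). Areg rested on 426 rescued and 107 control UMIs, and its interval ran from 1.68 to 2.30. Lilrb4a, Ms4a4c and Ly6c1 have close relatives in the genome with which reads can be shared, so their ratios are uncertain. Within clusters, Ly6c1 (0.11) and Igfbp4 (0.31) were higher in rescued cells.

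Genes that the study named for the persisting subset (Ifngr1, Epcam, Lrrc32, Il4ra and Il2ra) were all higher in rescued than in control cells, with a median log2 ratio of 0.74 (0.69 to 0.79) at percentile 100. Because they had been chosen on these libraries, this is not independent evidence. The largest ratio was 1.86 for Epcam and the smallest 0.36 for Il2ra. Ikzf2 had a log2 ratio of 0.39, which was 0.0034 within clusters, and Mcl1 of -0.14.

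Control cells were then split by whether a tdTomato UMI was found, which the study did on imputed values to part older from younger cells. What share of the UMIs is background was not known, nor how many cells without a UMI carried the reporter. There were 2287 tdTomato+ cells with a median of 3930 UMIs and 1347 tdTomato- cells with a median of 3508 UMIs. The median log2 ratio of the activation genes was 0.61 (0.48 to 0.69) at percentile 100, and that of the resting genes was -0.25 (-0.31 to -0.19) at percentile 0. The persisting-subset genes had a median of -0.049 (-0.13 to 0.10) at percentile 12.9, with 2 genes higher and 3 lower in tdTomato+ cells. Other list medians were 0.63 for the cell cycle and 0.44 for exhaustion, both at percentile 100, and 0.21 for glycolysis at percentile 99.99. They were 0.11 for apoptosis (percentile 92.8), 0.020 for the TCA cycle (45.7) and 0.0034 for oxidative phosphorylation (52.7). The contrast was thus not limited to activation genes. The activation median moved most with the split by imputed tdTomato, to 1.27, and stood at 0.041 within clusters. The resting median changed sign within clusters, to 0.047, as did the activation genes Icos (-0.051), Cxcr3 (-0.023), Itgae (-0.044) and Ahr (-0.0044) and the resting gene Ccr7 (0.099). No interval was computed for these values, which lie near 0, so an opposite difference cannot be read from them. Foxp3 was 0.24 higher (0.058 to 0.42) in tdTomato+ cells on the log2 scale and -0.048 under the imputed split, where Il2ra also reversed, from 0.24 to -1.30. The highest genes by the rule were Gzmb (1.80, 183 against 25 UMIs), Actg2 (1.76, 192 against 27 UMIs) and S100a4 (1.47, 4983 against 858 UMIs). Gzmb (-0.53) and S100a4 (-0.061) reversed within clusters. The lowest were Ly6c1 (-0.89), Oasl2 (-0.84) and Sorcs2 (-0.71).

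Rescued cells were compared with tdTomato+ control cells, which the study took as the population of like age. Here that class held 62.9% of control cells, and how many of them descended from cells marked at treatment was not known. The activation median was 0.93 (0.82 to 0.98) at percentile 100 and the resting median -1.30 (-1.35 to -1.23) at percentile 0. The split by imputed tdTomato moved both most. The activation median was then -0.10 (-0.16 to 0.025) at percentile 10.04, where no difference was detectable, and the resting median changed direction to 0.12 (0.011 to 0.24) at percentile 88.1. At 4 or more UMIs, a class of 468 control cells, the medians were 0.69 and -0.90. The highest genes were Gzma (4.49, 3.70 to 5.41, on 433 against 13 UMIs), Foxp3 (2.46) and Rln3 (2.43, on 200 against 25 UMIs). The lowest were Ms4a4c (-2.44), Ly6c1 (-2.05) and Igfbp4 (-1.96), and all reversed under the imputed split (0.42, 2.0005 and 3.36).

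**Figure D3:**
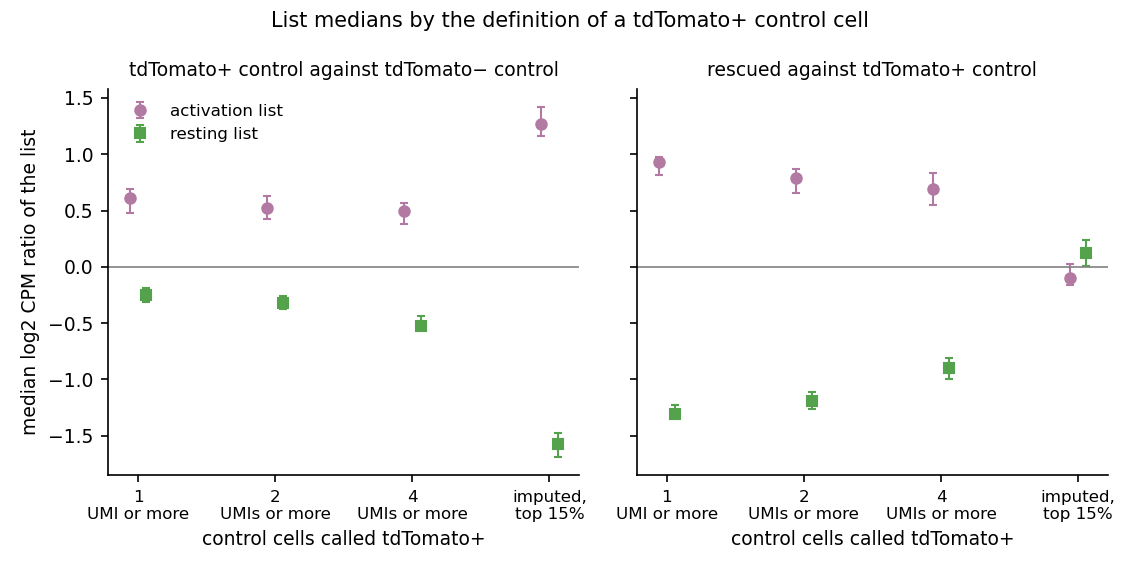
Median log2 ratio of the activation and resting genes under each definition of a tdTomato+ control cell, with 95% intervals from Poisson redraws that cover counting error only. Against tdTomato+ control cells the activation median was 0.93 at 1 or more UMIs, 0.69 at 4 or more UMIs and -0.10 with imputed tdTomato.

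Gene sets for exhaustion, apoptosis, proliferation and metabolism were compared between the same populations. The medians were 0.014 for exhaustion (-0.24 to 0.14, percentile 54.2), -0.0080 for apoptosis (-0.068 to 0.085, percentile 33.7) and -0.074 for the cell cycle (-0.19 to 0.059, percentile 7.17). They were 0.093 for glycolysis (0.013 to 0.16, percentile 90.8), 0.013 for the TCA cycle (-0.023 to 0.079, percentile 51.4) and 0.028 for oxidative phosphorylation (0.0087 to 0.062, percentile 65.3). The intervals of the exhaustion, apoptosis, cell cycle and TCA cycle medians held 0, and the genes of each list went both ways, such as 7 exhaustion genes higher and 6 lower in rescued cells. The exhaustion mean was -0.12, opposite in sign to its median, and the cell cycle mean was 0.00011. The exhaustion median moved most with the imputed split, to -1.29, and glycolysis stood at -0.0026 there, at percentile 50.1. Other alternatives gave exhaustion medians of -0.36 at 4 or more UMIs and -0.50 within clusters, and a cell cycle median of -0.39 at 4 or more UMIs. Mcl1 had a log2 ratio of -0.13 (-0.18 to -0.083) and of 0.16 under the imputed split.

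To place the populations along a shared gradient, cells were ranked from 0 to 100 on the first diffusion component, whose orientation was fixed by a rule set before the data were examined. The median rank was 30.04 in control (28.9 to 31.5) and 65.3 in rescued cells (64.3 to 66.4). It was 35.9 in tdTomato+ and 21.6 in tdTomato- control cells. The imputed split moved the tdTomato+ median most, to 83.2.

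The libraries were not evenly mixed. Of the 15 nearest neighbours of a cell, 75.9% on average came from the same library for control cells and 76.9% for rescued cells, where 51.7% and 48.3% correspond to the library sizes. At 1000 UMIs per cell the shares were 68.4% and 67.7%. Of 14 clusters, 7 held at least 75% of cells from 1 library, 4 mostly control and 3 mostly rescued, and these held 58.5% of cells. With 1 library per group, a cluster mostly of 1 library can reflect that library and not a cell state.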

Values the study reported

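The study reported 3,634 control and 3,390 rescued cells after removing cells with over 5% mitochondrial transcripts, with a median of 3,580 molecules per cell. Its combined table held 7,024 cells and 12,432 genes. By flow cytometry, the share of control Treg cells positive for tdTomato had declined to about 15% at 7 months, and over 80% of Treg cells were positive in rescued mice. Control cells with an imputed tdTomato value above 1.04, which the study gave as about 15% of control cells, were treated as tdTomato+.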

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

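The tests of B cell RNA were chosen only after the results had been seen, and the comparison within clusters was fixed before. The genes below stood outside the main comparisons, as immunoglobulin genes were left out of the rule for naming genes, and were picked out because their CPM was at least 2 times higher in the rescued than in the control library.

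Ighm (chromosome 12, 113418558 to 113422730), an immunoglobulin heavy chain constant gene, had 28504 UMIs in the rescued and 12714 UMIs in the control library, a log2 ratio of 1.16 (1.13 to 1.19). Its range over the alternatives ran from 0.73 to 1.23, so differences in scaling and depth did not remove it. RNA from B cells carries light chain transcripts at a level like that of the heavy chain. Ighm exceeded Igkc 48.1 times in the rescued and 53.4 times in the control library, against a limit of 4 set for B cell RNA, which argues against B cells as the source. A larger number of activated cells in the rescued library was tested within clusters, where the log2 ratio was 0.73. More of the ratio was left than the limit set for this explanation allows, which argues against this as the whole cause, although part of the ratio went with cluster makeup. A difference between the genotypes stays open and was not tested, as does a difference between the 2 captures.

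Ighd (chromosome 12, 113406604 to 113416324) had 489 UMIs in the rescued and 203 UMIs in the control library, a log2 ratio of 1.26 (1.02 to 1.503). Igkc (chromosome 6, 70726435 to 70726966) had 593 UMIs and 238 UMIs, a log2 ratio of 1.31 (1.09 to 1.53). Both fell within clusters, to 0.62 and 0.38. Relative to each ratio, both values lie below the limit used for Ighm, Ighd only just. A larger number of activated cells in the rescued library therefore stays open for both, although that limit was not written for these genes. B cell RNA could be another source of these small counts. The 9 detected B cell genes other than immunoglobulin genes had a median log2 ratio of 1.17 at percentile 99.99. By the limit written for this test, the 95th percentile, that outcome goes with B cell RNA. Ms4a1, with 14 rescued and 0 control UMIs, and Cd79b, with 747 and 557 UMIs, went the same way. Of the 9 genes 6 were higher in the rescued library, while Cd79a, with 21 rescued and 35 control UMIs, Ly6d, with 5 and 52 UMIs, and Ebf1, with 3 and 3 UMIs, were not, and the median is the value of Cd74, which had 5394 and 2375 UMIs. Of the 13 detected genes of the whole B cell list, whose median was 1.26 at percentile 100 (1.17 with genes at 0 in 1 library set to their bound), 3 had a UMI in over 10% of these T cells and 0 were in another list. B cell RNA stays a candidate source for Ighd and Igkc, with genes of the list on both sides. Expression in the T cells stays open too, and a difference between the genotypes was not tested.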

How the results depend on the processing

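The limit of 10% mitochondrial UMIs, the class of 4 or more tdTomato UMIs and the removal of the highest 3.5% of Scrublet scores were chosen after the data had been seen. No paired analysis was possible because each group has 1 library. A value counts as moved where it left the counting interval of the reported value, and as reversed where it changed sign and that interval did not hold 0. The counting error of the alternative value itself was not used, so a reversed value near 0 shows a lost difference and not an opposite one. Left out of these counts are alternatives that removed at most 3 cells, and values identical to the reported one. Of the other values that answer a comparison, 149 stayed within it, 79 moved and 4 reversed. Of the values of single genes, 630 stayed, 224 moved and 32 reversed. Among the moved values, 6 that answer a comparison (exhaustion, cell cycle and TCA cycle medians) and 3 of single genes also changed sign, from reported values whose interval held 0. Over the alternatives, Foxp3 ranged from 2.39 to 2.61 and the activation median of rescued against control cells from 0.35 to 1.14, without a change of direction.

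Within clusters, tdTomato moved to 0.37 and Foxp3 to 2.39. Against control, the medians were 0.35 for activation, -0.44 for resting and 0.64 for persisting-subset genes. Between tdTomato+ and tdTomato- control cells they were 0.041 for activation and, reversed, 0.047 for resting genes. Against tdTomato+ control cells they were 0.34 for activation, -0.53 for resting, -0.50 for exhaustion and -0.088 for apoptosis genes. The spread was -0.40, 0.0010 and 0.42 at the 5th, 50th and 95th percentiles. Against control, Ly6c1 (0.11), Igfbp4 (0.31), Ccr6 (-0.23) and Maf (-0.11) reversed. Between the control classes, Gzmb (-0.53), S100a4 (-0.061), Icos (-0.051), Cxcr3 (-0.023), Itgae (-0.044), Ahr (-0.0044) and Ccr7 (0.099) reversed. Against tdTomato+ control cells, Ly6c1 (0.11), Igfbp4 (0.17), Ccr6 (-0.17) and Maf (-0.16) reversed. By construction this alternative removes what goes with cluster makeup.

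With tdTomato+ taken from imputed values, the control classes differed by 1.27 for activation and -1.58 for resting genes. Against tdTomato+ control cells, activation (-0.10, with an interval of -0.16 to 0.025), resting (0.12) and glycolysis (-0.0026, at percentile 50.1) changed sign, of which activation and glycolysis showed no detectable difference, and the medians were -1.29 for exhaustion, -0.25 for apoptosis, 0.075 for the cell cycle, 0.12 for the TCA cycle and 0.091 for oxidative phosphorylation. The median diffusion ranks were 83.2 and 24.3 for tdTomato+ and tdTomato- control cells. Between the control classes, Il2ra (-1.30) and Foxp3 (-0.048) reversed. Against tdTomato+ control cells, Ms4a4c (0.42), Ly6c1 (2.0005), Igfbp4 (3.36), Cd44 (-0.26), Tnfrsf18 (-0.097), Icos (-0.18), Ccr4 (-0.10), Ccr6 (-0.29), Maf (-0.75), Ccr7 (1.04), Ikzf2 (-0.48) and Mcl1 (0.16) reversed. The split draws control cells of 1 region of expression together, by construction.

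At 2 or more tdTomato UMIs, rescued against tdTomato+ control cells gave 0.79 for activation, -1.19 for resting and 0.064 for oxidative phosphorylation genes, the control classes -0.32 for resting genes, and the diffusion ranks were 41.3 and 23.9. At 4 or more UMIs the values were 0.69 for activation, -0.90 for resting, -0.36 for exhaustion and -0.39 for cell cycle genes, -0.52 for resting genes between the control classes, and ranks of 50.7 and 27.6, and Ccr6 (-0.23) reversed. With matched UMIs per cell, activation between the control classes was 0.35, the tdTomato- rank 23.5, and Ccr6 (-0.0028) and Ifngr1 (0.061) reversed between the control classes. The cause was not tested.

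At 1000 UMIs per cell, Foxp3 was 2.39, activation between the control classes 0.47, and the TCA cycle and oxidative phosphorylation against tdTomato+ control cells -0.059 and 0.071. The TCA value changed sign and left the counting interval of the reported value, which itself held 0. The spread was -0.58 and 0.76 at the 5th and 95th percentiles, which widens by construction with fewer counts. Diffusion ranks were 33.6 for control, 62.5 for rescued, 38.2 for tdTomato+ and 26.7 for tdTomato- control cells. Neighbours from the same library were 68.4% and 67.7%, and 47.9% of cells lay in clusters with at least 75% of 1 library. At 2000 UMIs per cell, 44.9% of control and 42.7% of rescued cells had a tdTomato UMI, which rises by construction.

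With cells of at most 10% mitochondrial UMIs, which removed 2547 cells, tdTomato was 0.89. Against control, resting genes were -1.59 and persisting-subset genes 0.81. The control classes gave 0.73 for activation and -0.32 for resting genes. Against tdTomato+ control cells, resting genes were -1.48 and cell cycle genes -0.24, and the spread was -0.49, 0.016 and 0.65. With equal weight for every cell, activation was 1.14 against control, resting between the control classes -0.18, the cell cycle 0.10 against tdTomato+ control cells, and the spread 0.032 and 0.64 at the 50th and 95th percentiles. The cause was not tested.

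The spread was -0.44 and 0.57 at the 5th and 95th percentiles with the median ratio set to 0, which fixes the 50th, and -0.59 and 0.83 with a minimum of 20 UMIs. With a minimum of 500 UMIs it was -0.33, 0.020 and 0.44. The 50th percentile was 0.019 when scaled without abundant gene classes. The rescued rank on the first principal component was 67.3. Clusters with at least 75% of 1 library held 44.2% of cells at resolution 0.5, 54.5% at resolution 2 and 54.8% without mitochondrial, immunoglobulin and T cell receptor genes. In the clustering without the genes of the fixed lists, used for the comparisons within clusters, such clusters held 40.1% of cells. The cause was not tested, except that fewer counts per gene widen the spread.

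The limit of 2.5% mitochondrial UMIs left 1 control and 4 rescued cells and was not run. Leaving out clusters of another cell type or of few UMIs removed 0 cells, and leaving out Scrublet calls removed 3 cells, so these say nothing about stability. Depth limits the genes with few UMIs most. Gzma against tdTomato+ control cells rested on 13 UMIs in control cells, with an interval from 3.70 to 5.41.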

Other observations

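The tests of free tdTomato RNA (both of them), of the spread of imputed tdTomato, of rescued against imputed tdTomato+ cells under scrambling and of B cell RNA were chosen only after the results had been seen, and the removal of the highest Scrublet scores was added after the data had been seen.

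Most control cells had tdTomato UMIs (62.9% as counted). That is higher than the share of tdTomato+ control cells quoted from the study above, which was measured on protein by flow cytometry. In the rescued library the share with a UMI, 55.9% as counted, was lower than the flow cytometry share quoted above. A cell without a UMI may thus still carry the reporter. Free RNA in the droplets could give the UMIs in control cells. It was first tested by asking whether the rescued library, with more tdTomato RNA, had a smaller share of cells without a UMI at equal depth. The outcome was mixed. At 1000 UMIs per cell, 68.7% of rescued and 71.9% of control cells lacked a UMI, which goes with free RNA, but in 10 of 10 equal classes of depth more rescued than control cells lacked one, which goes against it. In control cells mean tdTomato rose 4.19 times from the shallowest to the deepest class, while UMIs rose 4.31 times. After this mixed outcome a test by cluster was added. At 1000 UMIs per cell, 43.1% of control cells of cluster 9 (30.2 to 56.8%) and 17.7% of cluster 12 (10.04 to 27.9%) had a UMI. These are the highest and lowest clusters of at least 50 control cells, picked for their values. The difference argues against free RNA as the whole source, while a part from free RNA stays open and cannot be told apart from expression, because the treatments of depth disagree.

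Deep cells reaching 1 UMI were tested by thinning. At 1000 UMIs per cell 28.1% of control cells had a UMI, above the limit of 20% set for this, but no longer most cells, and thinning lowers any such share. How far depth made the share stays open, although the limit as written argued against depth. It was left open after the outcome was seen. Reads of the Foxp3DTR-GFP transcript counted as tdTomato could add UMIs in Foxp3-expressing control cells. In thinned control cells the tdTomato level in the 303 cells with a Foxp3 UMI was 1.11 times (0.92 to 1.33) that in cells without, at percentile 84.2 among 361 genes of like level, whose 95th percentile was 1.19. By the limit written for the test this argues against such reads. It was left open after the outcome was seen, because the counting interval spans the limit. Low expression of the reporter in cells marked before or after treatment is a biological explanation that was not tested.

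Foxp3 was lower in the control library by a log2 ratio of 2.53. More activated cells in the rescued library as the cause was tested within clusters, where 2.39 was left, which argues against it. A factor of the engineered allele, such as a different transcript end, may act on all cells alike. The ratio ranged from 1.66 to 3.00 over 11 clusters with at least 50 cells of each library, a range of 1.34 with intervals of the ends that lay apart, which argues against 1 constant factor as the whole cause. A factor of the allele combined with a difference between cell states stays open, and the genotypes were not tested apart from the alleles.

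Splitting control cells by imputed tdTomato gave an activation median of 1.27. Imputation over similar cells could produce such a contrast by itself. When tdTomato values were scrambled among control cells of like depth before imputation, 9 of 20 scrambles gave a median at or above the real one and 19 of 20 a median above 0, from -0.076 to 1.53. A contrast of this size therefore also arose where tdTomato held no information beyond depth. The study did not rest the contrast on imputation alone. By flow cytometry, in other mice at an earlier age, it reported that tdTomato+ Treg cells were enriched for cells with activation markers. Rescued cells against the imputed tdTomato+ cells gave another picture. The real median of -0.10 lay below all 20 scrambles, whose values ran from -0.011 to 1.58. Since its counting interval (-0.16 to 0.025) held the lowest scramble, it stays open whether imputation alone could give that value. The spread of the imputed values was different. Their SD over control cells was 0.160, and the highest of the scrambles reached 0.037, which argues against imputation alone as the source of that spread. The imputed values ran from 0.74 to 1.30 with the third quartile at 1.09 and the top 15% above 1.17, and 453 control cells lay within 0.05 of that limit. Of the 545 cells above it, 79.8% had a tdTomato UMI. The third quartile is higher than the limit quoted from the study above. A larger share of control cells thus lay above that limit here than the share quoted, and the cause of this difference was not tested.

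The activation genes were higher in the rescued library by a median of 1.10. Stress while tissue was taken apart may raise such genes. The dissociation list had a median of -0.031 at percentile 18.3 (-0.040 with the gene at 0 in 1 library set to its bound). With 8 of its genes above 0 and 8 below, from -1.18 for Hspa1a to 0.45 for Fos, the list decided nothing, and stress stays open. The activation median was 1.04 at 1000 UMIs per cell and 1.14 with equal weight for every cell. This argues against the weight of deep cells in the sums as the cause. A CPM ratio is already divided by the total, so thinning could not test other effects of depth. The activation median was 1.09 without the highest 3.5% of Scrublet scores, but that removal moved none of the reported values, so doublets stay open. The limits written for the stress and doublet tests argued against both, and both were left open after the outcomes were seen. A difference in capture between the libraries cannot be excluded with 1 library per group. The genotype stays open as a biological explanation that was not tested. The age of the cells bears on the comparison with tdTomato+ control cells, where the median was 0.93 at 1 or more UMIs, 0.79 at 2 or more, 0.69 at 4 or more and -0.10 by the imputed split, so that the outcome depended on the split and age stays open too.

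The other lists, rescued against control, had medians of 1.54 (suppressor genes, percentile 100), 0.86 (tissue Treg cells, percentile 100), 0.12 (interferon response, percentile 99.6), -0.14 (survival, percentile 7.13) and 0.085 (effector factors, percentile 56.5). The medians were 0.14 for exhaustion (percentile 94.0), -0.013 for apoptosis (23.3), 0.078 for the cell cycle (77.8), 0.13 for glycolysis (96.2), 0.037 for the TCA cycle (63.2) and 0.031 for oxidative phosphorylation (64.6). Lists of other cell types rested on few UMIs and had medians of 1.41 (myeloid cells, percentile 99.95), -0.78 (CD8 T or NK cells, percentile 0.97) and 2.99 (red blood cells, percentile 99.9). With genes at 0 in 1 library set to their bound, these medians were 0.58, -0.75 and 1.58. The genes that check the library labels had a median of 0.014 (percentile 53.5). Mitochondrial genes together had a log2 ratio of -0.078, Trac 0.32, Trbc1 0.045 and Trbc2 -0.0040.

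Cells with at most 5% mitochondrial UMIs numbered 68 in the control and 97 in the rescued library. Those numbers are lower than the numbers of cells quoted from the study above. The table lacks ribosomal protein genes, which lowers the total by which mitochondrial UMIs were divided.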
